# Accuracy of RNAseq based SNP discovery and genotyping in *Populusnigra*

**DOI:** 10.1186/s12864-018-5239-z

**Published:** 2018-12-12

**Authors:** Odile Rogier, Aurélien Chateigner, Souhila Amanzougarene, Marie-Claude Lesage-Descauses, Sandrine Balzergue, Véronique Brunaud, José Caius, Ludivine Soubigou-Taconnat, Véronique Jorge, Vincent Segura

**Keywords:** DNA polymorphisms, Bioinformatics pipeline, Black poplar, Transcriptomics

## Abstract

**Backgroud:**

*Populus nigra* is a major tree species of ecological and economic importance for which several initiatives have been set up to create genomic resources. In order to access the large number of Single Nucleotide Polymorphisms (SNPs) typically needed to carry out a genome scan, the present study aimed at evaluating RNA sequencing as a tool to discover and type SNPs in genes within natural populations of *P. nigra*.

**Results:**

We have devised a bioinformatics pipeline to call and type SNPs from RNAseq reads and applied it to *P. nigra* transcriptomic data. The accuracy of the resulting RNAseq-based SNP calling and typing has been evaluated by (i) comparing their position and alleles to those previously reported in candidate genes, (ii) assessing their genotyping accuracy with respect to a previously available SNP chip and (iii) evaluating their inter-annual repeatability. We found that a combination of several callers yields a good compromise between the number of variants type and the accuracy of genotyping. We further used the resulting genotypic data to carry out basic genetic analyses whose results confirm the quality of the RNAseq-based SNP dataset.

**Conclusions:**

We demonstrated the potential and accuracy of RNAseq as an efficient way to genotype SNPs in *P. nigra*. These results open prospects towards the use of this technology for quantitative and population genomics studies.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5239-z) contains supplementary material, which is available to authorized users.

## Background

*Populus nigra* is a major tree species from Eurasian riparian ecosystems and one of the 3 main parental species used in poplar breeding programs to develop highly productive interspecific cultivated hybrids. For these reasons, several initiatives have recently been set up to create genomic resources within this species as tools to improve conservation and breeding strategies [1, 2]. The main objective of such initiatives is to discover and type genomic variants like Single Nucleotide Polymorphisms (SNPs) for various applications, including the identification and quantification of introgressions from the cultivated compartment, the study of population structure and the identification of variants associated with economically or ecologically relevant phenotypes through association genetics.

Early studies in *P. nigra* have focused on re-sequencing specific candidate genes from the lignin pathway [3–5], but more recent work has broadened the scope of analyses through the development of a genotyping chip from SNPs detected by whole-genome sequencing [1, 2]. This genotyping tool was successfully used to study the structure of the genetic diversity of the species [1] and to identify some genomic regions associated with economically important traits [6]. However, the genotyping was limited to 7903 SNPs preferentially located within particular candidate regions underlying some Quantitative Trait Loci (QTLs) previously reported in biparental crosses. Moreover, the frequency of the SNPs within *P. nigra* populations appeared to be upwardly biased, limiting the analyses to common variants [1]. Consequently, the application of this chip especially in association genetics could be limited as underlined by the low number of significant associations reported [6]. Indeed, given the rapid Linkage Disequilibrium (LD) decay within this species and its genome size, an exhaustive genome-wide association study (GWAS) would require between 67,000 and 134,000 evenly spaced SNPs which is between 8 and 16 times more than the number of SNPs available from the chip cited above [7, 8].

In order to access a large number of SNPs, as typically needed for an exhaustive GWAS in *P. nigra*, several options relying on next-generation sequencing would be available. If whole genome sequencing appears to be still too expensive for a fairly large number of genotypes, reducing the complexity of the genome prior to sequencing for instance with restriction enzymes (GBS [9]; RADseq [10]), or sequence capture (exome sequencing, [11]) seems to be a promising way forward for reaching the objectives. Indeed, sequence capture has recently successfully been used to genotype around 350,000 SNPs in *P. deltoides* and identify putative regulators of bioenergy traits [12]. RNA sequencing (RNAseq) represents also a cost-effective way to reduce complexity while focusing on the expressed fraction of the genome [13]. However, to date, RNAseq has more often been used for SNP discovery than for direct genotyping of large populations. For instance, Geraldes et al. [14] found around 500,000 SNPs through RNAseq of developing secondary xylem in *P. trichocarpa*, and later on, a SNP chip was developed partly from the previously discovered RNAseq SNPs [8] in order to further carry out association scans [15, 16]. Nevertheless, recent studies have been using RNAseq as a tool for both discovering and genotyping a large number of SNPs in populations [17–21], underlining the interest of this approach for population and quantitative genomics studies. However, to our knowledge, no study so far has evaluated the accuracy of SNP genotyping from RNAseq data.

The present study aims at evaluating RNAseq as a tool to type a sufficiently large amount of SNPs within natural populations of *P. nigra* to carry out a GWAS. For that purpose, we performed RNAseq on pools of young differentiated xylem and cambium collected on 2 biological replicates of 12 genotypes originated from 6 natural populations. We have further developed a dedicated bioinformatic pipeline to discover and type SNPs within the sequences. The accuracy of the resulting RNAseq-based SNPs has also been evaluated by (i) comparing their position and alleles to those previously reported in candidate genes [3, 4], (ii) assessing their genotyping accuracy with respect to a SNP chip [1], (iii) evaluating their interannual repeatability. Finally, the resulting validated SNPs have been used to perform basic genetic analyses to illustrate the usefulness of the released SNP dataset.

## Methods

### Plant material, experimental design and tissue sampling

Trees were sampled in an experimental site established in a common garden in 2008 in Central France (Orléans, Loire Valley, 47°50’N 01°54’E, 108 m above sea level) at INRA. The experimental site is described in Guet et al. [22]. Briefly, a *P. nigra* collection composed of 1098 cloned genotypes sampled in natural populations present in 11 river catchments in four European countries was planted according to a randomized complete block design with a single tree per block and six replicates per genotype. The trees have been growing through three short rotations since the planting, they were cut back in March 2010 and in February 2012. The experiment was carried out in accordance with local legislation.

Twelve genotypes belonging to 6 river catchments (as defined by Guet et al. [22]: Adour, Dranse, Loire, Ramières, Rhin, Ticino) were selected for the present study to represent the range of available geographical origin in France and Northern Italy. The genotypes from the French populations (Adour: BDX-003, AST-005; Dranse: DRA-045, DRA-038; Loire: VDL-018, 92510-1; Ramières: 1-J31, 1-A26; and Rhin: STR-010, RHN-028) were collected and are owned by INRA (UMR0588-BioForA), while those from Italy (Ticino: SN-2, SN-7) are owned and were kindly provided by the University of Tuscia. Two trees per genotype were sampled in June 2014 (in blocks 2 and 4). The most vigorous stem of each tree was cut back and the bark was detached from the trunk in order to scratch young differentiating xylem and cambium tissues using a scalpel. The tissues were immediately immersed in liquid nitrogen and crudely ground before storage at -80°C pending the RNA extraction.

### RNA extraction, library preparation and sequencing

For each biological repetition and each tissue, samples of young differentiating xylem and cambium were ground with a swing mill (Retsch, Germany) and tungstene beads under cryogenic conditions with liquid nitrogen during 25 s (frequency 25 cps/s). Powders were stored at -80°C until RNA extraction. About 100 mg of ground tissue was used to isolate separately total RNA from xylem and cambium of each plant with RNeasy Plant kit (Qiagen, France) according to manufacturer’s recommendations. Treatment with DNase I (Qiagen, France) to ensure elimination of genomic DNA was made during this purification step. RNA was eluted in RNAse-DNAse free water and quantified with a Nanodrop spectrophotometer. RNA from xylem and cambium of the same plant were pooled in an equimolar extract (250 ng/ *μ*L) before being sent to the sequencing platform.

RNAseq experiment was carried out at the platform POPS (transcriptOmic Platform of Institute of Plant Sciences - Paris-Saclay) thanks to IG-CNS Illumina Hiseq2000. RNAseq libraries were prepared from polyA RNA selection using TruSeq_Stranded_mRNA_SamplePrep_Guide_15031047_D protocol (Illumina$\circledR $, California, U.S.A.). Eight libraries were multiplexed per lane and paired-end (PE) sequenced on an Illumina HiSeq2000. Thus, over 22 million of 100 base pairs (bp) PE-reads were generated per sample.

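The 24 trees had between 33339302 and 52452834 reads parsed when the authors counted them on gene models, with a median of 37540012. In read pairs this was between 16669652 and 26226418, with a median of 18770007. All 24 trees exceeded the number per sample stated by the paper when both mates of a pair were counted as reads, and 4 trees exceeded it when pairs were counted: the block 2 trees of BDX-003, VDL-018, STR-010 and SN-7. These totals come from the counting step that followed, and the number of reads before trimming was not analysed here.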

### Sequencing data processing and variant calling pipeline

We have devised a bioinformatic pipeline for processing the reads, mapping them to a reference genome and calling the SNPs using several callers (Fig. 1). Each step of this pipeline is described hereafter.

**Fig. 1:**
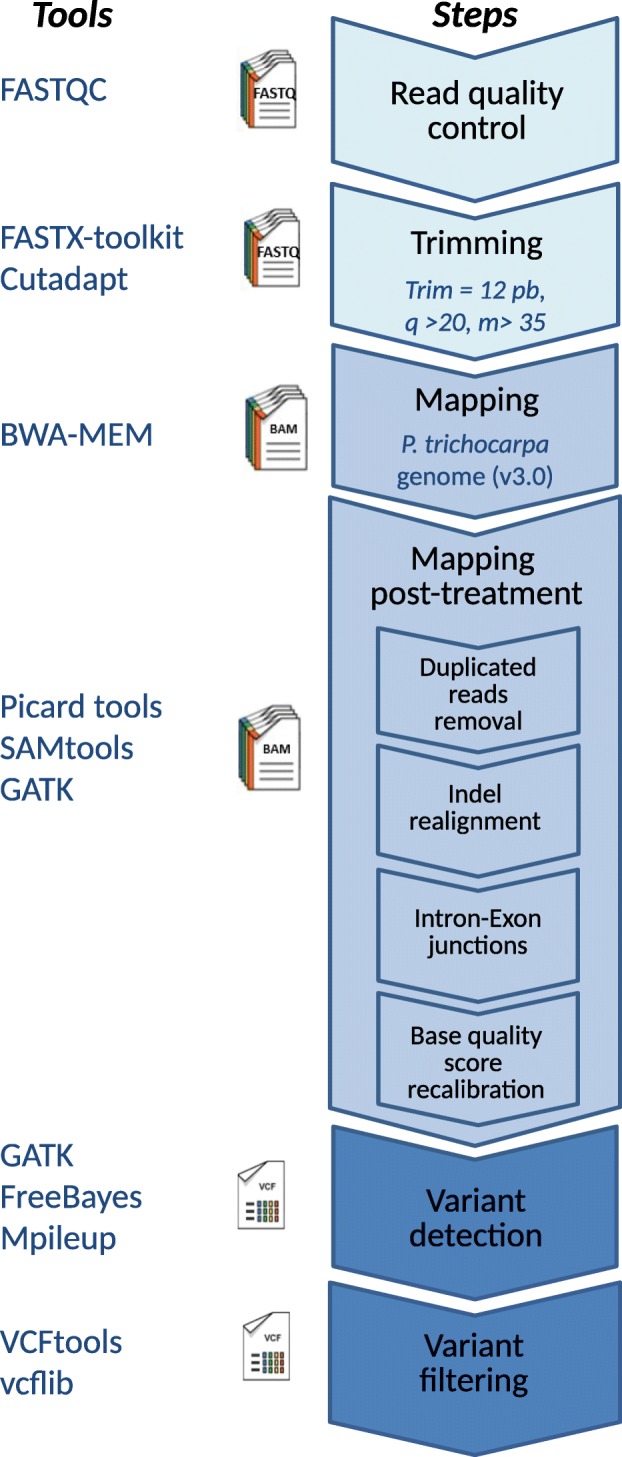
Variant calling pipeline. Schematic representation of the bioinformatic pipeline devised for variant calling and genotyping from mRNA sequencing reads. References and parameters for each tools are indicated in the method section

Read quality control was assessed using FastQC (v0.11.4; [23]). Cutadapt 1.10 [24] and the FASTX-toolkit 0.0.13 [25] were used to remove adaptor sequences and low-quality bases. The 13 first 5’ bases were removed, as well as bases with PHRED score below 20 from the 3’ end of the read. Only reads longer than 35 nucleotides were kept.

Reads were aligned to the *Populus trichocarpa* reference genome version 3.0, retrieved from the JGI Comparative Plant Genomics Portal [26, 27]. Alignment was performed using the short read aligner BWA-MEM 0.7.12 [28] with default parameters using the paired-ends information to produce per-tree SAM files that were converted to BAM files and sorted by aligned position on the reference with SAMtools 1.3 [29]. As an alternative we also tested TopHat [30], but BWA-MEM with default settings yielded the highest percentage of mapping and was thus selected.

The data pre-processing steps recommended in the GATK best practices workflow [31, 32] were performed before variant identification. PCR duplicates were marked with the MarkDuplicates from Picard tools 2.0.1 utility [33] to mitigate biases introduced by data generation steps such as PCR amplification or minimize gene expression variations. We also performed local realignment around indels, checked intron-exon junctions and recalibrated the base quality scores with GATK 3.1 [34].

Four different variant callers were used to perform SNP and indel discovery and genotyping across all 24 samples simultaneously (Table 1): (i) GATK 3.1 [31, 32, 34] using the HaplotypeCaller tool in multi-sample calling mode (modality “GATK”); (ii) GATK 3.1 using the HaplotypeCaller tool in single-sample calling mode followed by joint genotyping of the samples with the GenotypeGVCFs tool (modality “gVCF_GATK”); (iii) FreeBayes 0.9.20 [35] in multi-sample calling mode (modality “FreeBayes”); and (iv) the mpileup command from SAMtools 1.3 [29] in multi-sample calling mode followed by bcftools 1.3.1 [36] with the multiallelic calling model (modality “Mpileup”). Default parameters were used.

**Table 1:** Number of variants detected for each of the 7 calling modalities tested in the present study

Variant calling modality	Missing value in genotype calls		
	noNA	2NA	anyNA
GATK	464,829	555,828	902,256
gVCF_GATK	407,037	497,314	927,522
FreeBayes	492,073	640,445	795,459
Mpileup	496,688	594,932	949,411
3Callers	341,584	366,123	400,392
4Callers	252,887	262,447	271,399
3CallersConsensus	356,275	442,931	785,377

“noNA”: no missing value; “2NA”: lower or equal to 2 missing values; “anyNA”: no filter on missing values. “3Callers”: SNPs detected with at least 3 callers; “4Callers”: SNPs detected with 4 callers; “3CallersConsensus”: SNPs detected with at least 3 callers with correction of the genotype calling when discrepancies existed between callers (see details in Methods)

We obtained 4 files in a raw Variant Call Format (VCF) with no filter. The functions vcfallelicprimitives and vcfcreatemulti from vcflib [37] were used to decompose the complex variants generated by FreeBayes into a canonical SNP and indel representation. For each caller individually, severals filtering parameters were applied with VCFtools 0.1.15 [38]: selection of biallelic SNPs (indels and not-biallelic SNPs were removed); SNP quality threshold ≥ 30; intra-specific polymorphisms (*P. nigra*).

In order to generate a high-confidence SNP set, the SNPs identified by 3 or 4 callers were selected using the vcf-isec tool from VCFtools 0.1.15. We first considered positions with the same genotype across all individuals with 3 or 4 callers (modalities “3Callers” and “4Callers”, Table 1). Because some SNPs could display a difference between callers for only a limited number of individuals, we further considered a consensus set between 3 callers (modality “3CallersConsensus”, Table 1). In this case, for a given individual, when at least 3 callers agreed, the resulting genotype call was set as the consensus between them, otherwise the genotype call was set as a missing value for this particular individual. This part was done using home-made scripts.

In the end, we considered 7 modalities for which we tested 3 different filters for missing values in the genotype calls (Table 1): no missing value allowed (“noNA”), up to 2 missing values allowed (“2NA”) and any missing value allowed (“anyNA”).

### Validation of the SNPs detected and genotype calls

A first validation of the SNPs detected and genotyped by each or by combinations of the callers has been done through a comparison of the genotype calls with those previously obtained with a 12k Illumina Infinium BeadChip array [1]. Full details of SNP discovery and selection, array development and data filtering criteria are given in Faivre-Rampant et al. [1]. In brief, 852 unrelated *P. nigra* accessions (including our 12 genotypes) were successfully genotyped with this genotyping array, yielding 7903 SNPs for the validation of genotype calls. For each of the 12 genotypes, genotyping accuracy was calculated as the percentage of similarity between chip genotype and RNAseq genotype at the common positions.

A second validation consisted in comparing the SNPs detected with those previously identified within 5 candidate genes through Sanger and Next-Generation sequencing (CAD4, HCT1, C3H3, CCR7, and 4CL3; [3, 4]). The originally reported SNP were repositioned by aligning reference sequences with the latest *P. trichocarpa* reference genome assembly (v3.0; [26, 27]; Additional file 1).

A third validation consisted in evaluating an inter-annual repeatability of the RNAseq genotype calls by conducting the same experiment on other ramets of the same 12 genotypes one year later. Two other ramets of each genotype were sampled in June 2015 (in blocks 1 and 3 of the same experimental design). The RNA extraction and library preparation were the same as described above. The RNAseq samples have been sequenced in Single-Read (SR) in this second experiment, multiplexing ten samples per lane. This setup yielded approximately 20 millions of SRs per sample. The same bioinformatic pipeline was used on this data, except for the mapping step where we accounted for the single nature of the reads.

The usefulness and relevance of the resulting SNPs for basic genetic studies were further assessed as another form of validation. Minor Allele Frequency (MAF) was calculated with VCFtools 0.1.15 [38]. Genome-wide distribution of SNPs was calculated based on a 100-kb window with custom R scripts [39]. SNP density within a 100-kb window was further correlated with the sum of the expression of the genes located in the same window. The SNPs have also been annotated using Annovar (version 2017Jul16) [40]. We further tested whether the gene models (with at least 5 SNPs) displayed any enrichment in Gene Ontology (GO) terms using *Arabidopsis thaliana* annotation with the R package topReviGO [41]. Finally, population structure was described using a hierarchical ascendant clustering on a distance matrix estimated as *d*=1−*IBS*, where IBS is the identity by state matrix between genotypes computed with PLINK 1.07 [42].

## Results

### Quality control, mapping and post-treatment

The trimming process removed 0.3% of reads and only 7% of duplicated reads were rejected. 

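RNA was sequenced from 24 black poplar (*Populus nigra*) trees, which were 2 trees, from blocks 2 and 4 of the field trial, of each of 12 genotypes, with 2 genotypes in each of 6 river catchments. Both trees of a genotype are clones. Each library held pooled RNA of young differentiating xylem and cambium from 1 tree, the tissues in which wood is formed. For each tree, the authors deposited the number of read pairs counted on each of 41335 gene models of *P. trichocarpa*, with 1 primary transcript per gene model and without normalization. The reads had been aligned to transcripts for this count, whereas the SNP calling of the paper used an alignment to the genome. The counts used here are of properly paired read pairs. Reads were also counted singly by the authors, who removed reads whose best and next best alignments had equal scores. Between 8419309 and 23329834 read pairs per tree were counted on gene models, with a median of 18034199.5 in the 12 trees of block 2 and 16324148.5 in the 12 trees of block 4. In the 21 trees that the paper kept, the median was 16496180. The 100 gene models with the most counts took between 11.6% and 14.9% of the counts of a tree, and the highest gene model took at most 0.774%. With a total of this size, the smallest expression that 3 counts can show was between 0.129 and 0.356 counts per 1e6 counts of the tree (CPM). These floors cover counting error only, because PCR copies are not independent molecules. From these counts, CPM was computed as the count divided by all counts of the tree. The values of a genotype are the mean CPM, or the summed counts, of its trees. The trees that the paper removed were left out of the values given first and were added in a separate calculation. The 9 genotypes with 2 trees have a larger total than the 3 genotypes with 1 tree, which can change any value that depends on a count minimum.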

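The share of reads mapped was computed for each tree from the totals of the counting step, which refer to transcripts of *P. trichocarpa* and not to its genome. In 23 of the 24 trees, between 93.1% and 94.6% of reads were mapped to a gene model, with a median of 93.8%. The share mapped without ambiguous position, after removal of reads with equal best alignments, was between 89.6% and 91.1% of all reads in these 23 trees, with a median of 90.3%. The removed reads made up between 3.58% and 3.89% of the mapped reads of these trees. The block 4 tree of BDX-003 differed, with 47.9% of its reads mapped, 46.0% mapped without ambiguous position and 3.96% of the mapped reads removed. This tree had 37275866 reads parsed, within the range of the others, but 19430103 of them were not mapped, against at most 3176333 in any other tree. Its 8419309 counted read pairs were the lowest total, and the next lowest was 14624768. The other BDX-003 tree, from block 2, had 94.3% of its reads mapped. The shares in the 3 trees that the paper later removed were 93.3% for 1-A26, 94.1% for RHN-028 and 93.7% for STR-010.

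**Figure D1:**
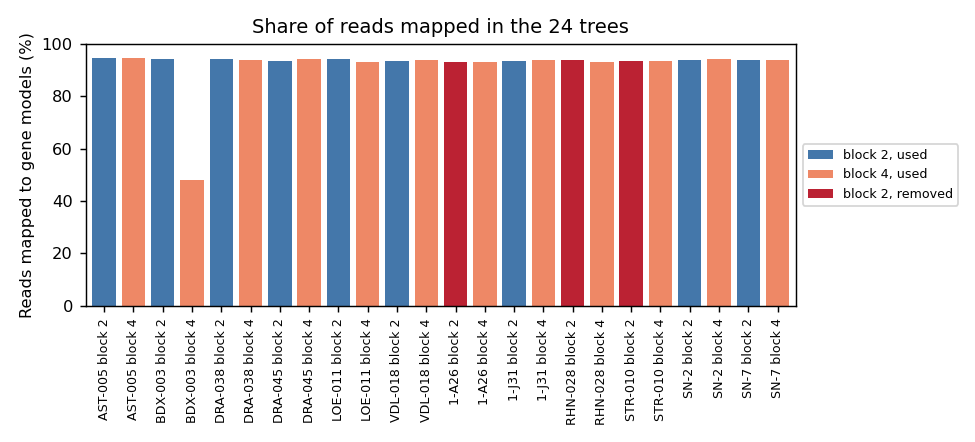
Share of reads mapped to *P. trichocarpa* gene models, in percent of the reads parsed, in each of the 24 trees. Each bar is 1 tree, coloured by block and by whether the paper kept it, and the bar of the BDX-003 tree of block 4 stands at 47.9% while the other 23 stand between 93.1% and 94.6%.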

At the mapping step, around 99.7% of the reads were mapped against the reference genome (*P. trichocarpa*) and 93.3% were mapped without ambiguous position, even with RNA extracts from a different species (*P. nigra*). A first crude SNP detection and calling on each of the 24 samples with a single caller (“FreeBayes”) enabled the identification of between 772,043 and 1,156,297 SNPs depending on the sample, of which some were previously genotyped on the same individuals with a SNP array [1]. These common SNPs were used to compare the genotype calls and further identified that 3 of the 24 samples did not match perfectly the original genotypes (genotyping accuracy less than 90%, Additional file 3: Figure S1). These three samples corresponded to one repetition of the 3 genotypes “1-A26”, “RHN-28”, and “STR-10”. They were removed from further analyses. 

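The expression of the 24 trees was used to compare each tree with the other tree of its labelled genotype, independently of SNP calls. Pearson correlations of log2(CPM + 1) were computed across the 1000 gene models with the largest ratio of variance between genotypes to variance within genotypes, which were chosen without the genotype being scored. In the 9 genotypes with 2 trees kept, the tree of the same genotype was the most similar of the 23 other trees for all 18 trees, with correlations from 0.978 to 0.989 between partners. Among the 3 removed trees, all from block 2, the correlation with the block 4 tree of the same genotype was 0.975 for 1-A26, 0.960 for RHN-028 and 0.934 for STR-010. The labelled partner was the most similar tree for the removed trees of 1-A26 and RHN-028. It was the next most similar for STR-010, whose closest tree was the removed RHN-028 tree, with a correlation of 0.946. With 5000 gene models in place of 1000, the labelled partner was the most similar tree for 3 of 3. Over all gene models with a mean of at least 1 CPM, an alternative chosen after seeing the data, it was the most similar for 1-A26 and STR-010 and ranked 2 of 23 for RHN-028. Correlations across gene models are high between any 2 trees, and gene models are not independent replicates. After the mean of each gene model over the 24 trees was subtracted, an alternative chosen after seeing the data, the correlation between partners was 0.838 for 1-A26, 0.718 for RHN-028 and 0.522 for STR-010, against 0.873 to 0.931 in the other 9 genotypes. In each genotype, between 9 and 33 gene models had 0 counts in the block 4 tree and a median of at least 1 CPM in the other genotypes. The summed CPM of these silent gene models in the block 2 tree was 21.1% of the summed medians of the other genotypes for 1-A26, 32.5% for RHN-028 and 48.9% for STR-010. In the block 2 trees of the other 9 genotypes, it was between 0.694% and 6.04%. The paper removed these 3 trees because their SNP genotypes did not match the array perfectly (Additional file 3: Figure S1).

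**Figure D2:**
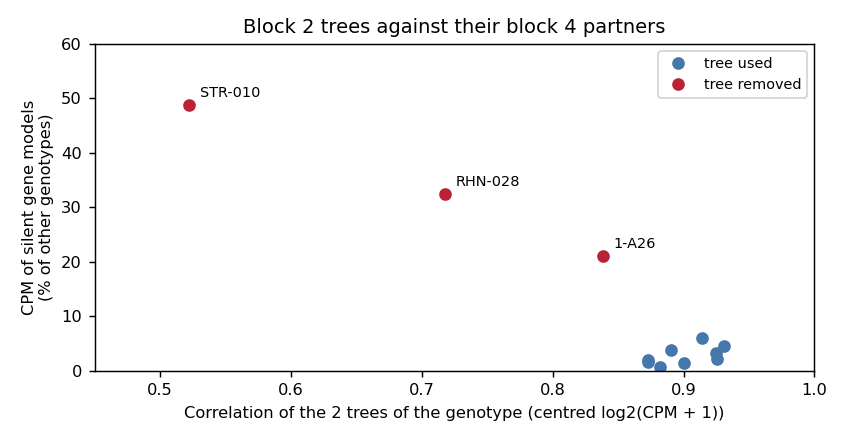
Summed CPM of the silent gene models in each block 2 tree, in percent of the summed medians of the other genotypes, against the correlation of the 2 trees of the genotype on log2(CPM + 1) centred on the mean of each gene model. Each point is 1 of the 12 genotypes, and the 3 trees that the paper removed lie at 21.1%, 32.5% and 48.9%, above the 9 trees it kept, which reach at most 6.04%.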

The remaining 21 mapping BAM files were used for SNP detection and genotyping at the genotype level (using genotype as a read group). In other terms, for 9 out of 12 genotypes we used reads from two samples, increasing the sequencing depth available. 

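In the 21 trees used by the paper, the counts of the trees of a genotype were added. The 9 genotypes with 2 trees had 34298483 ± 3609414 read pairs counted (SD, n = 9), from 29104679 in BDX-003 to 40059490 in SN-7. The 3 genotypes with 1 tree had 15615734 ± 983170 (SD, n = 3), with 14624768 in 1-A26, 15631515 in STR-010 and 16590919 in RHN-028. The difference of 18682749 read pairs, a ratio of 2.20, follows from adding the counts of 2 trees in place of 1, so no p is given for it. With the 3 removed trees included, which held 18493066, 14824334 and 20485709 read pairs for 1-A26, RHN-028 and STR-010, the difference of the same genotypes was 748379 (exact permutation test, p = 0.773), so that with 2 trees in every genotype no difference in depth was detected. The number of gene models with at least 10 counts was between 26962 and 28329 in the genotypes with 2 trees and between 25356 and 25776 in those with 1 tree. Trees of the same genotype were more alike in expression than trees of different genotypes. Over all gene models, the mean Pearson correlation of log2(CPM + 1) was 0.988 for the 9 pairs of trees of the same genotype and 0.979 for the 201 other pairs. The difference was 0.00919 (permutation test with 100000 permutations of the genotype labels, one-sided, p = 1e-05, the smallest p they can give), and with the 3 removed trees included it was 0.00880. The 2 trees of a genotype stand in different blocks, as the labels and the paper give them. With the mean of each block subtracted first, which removes the replicate block, the difference was 0.0107 (permutation test, p = 1e-05, again the smallest possible). Within a block the relation cannot be computed, because each genotype has 1 tree per block. From the use of both trees for these 9 genotypes, the paper states that the sequencing depth available was increased.

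**Figure D3:**
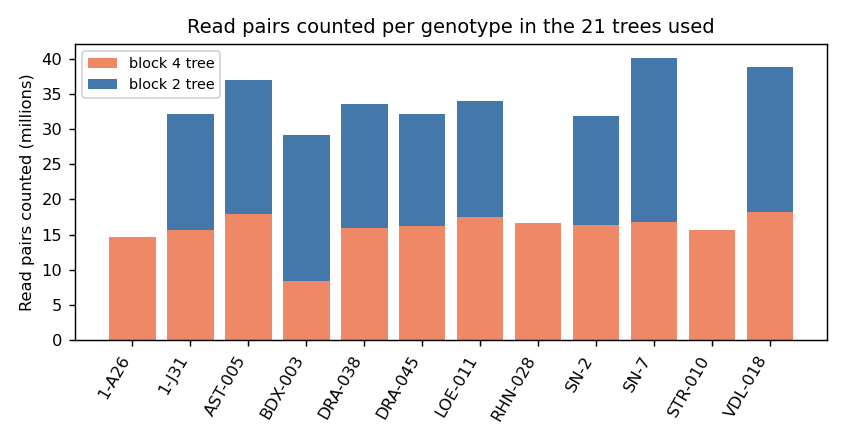
Read pairs counted on gene models, in units of 1e6 read pairs, for the 12 genotypes in the 21 trees that the paper kept. Each bar stacks the block 4 tree and, where it was kept, the block 2 tree, and the genotypes 1-A26, RHN-028 and STR-010 with 1 tree stay between 14624768 and 16590919 read pairs while the others start at 29104679.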

Validation of genotype identity has been made afterwards using the same SNP array as previously (Additional file 3: Figure S2).

### SNP detection and genotyping in 12 genotypes

Between 2,658,024 variants (included intra- and interspecific SNPs and Indels) for “gVCF_GATK” and 3,500,381 variants for “Mpileup” were detected depending on the caller used (Fig. 2; Additional file 2: Table S1). Among filters applied, the selection of *P. nigr*a intra-specific SNPs was the criteria that reduced most drastically the numbers of detected SNPs (from 795,459 SNPs for “FreeBayes” to 949,411 SNPs for “Mpileup”). The final number of SNPs detected without missing genotype was fairly similar for all callers, ranging between 407,037 SNPs for “gVCF_GATK” to 496,688 for “Mpileup”.

**Fig. 2:**
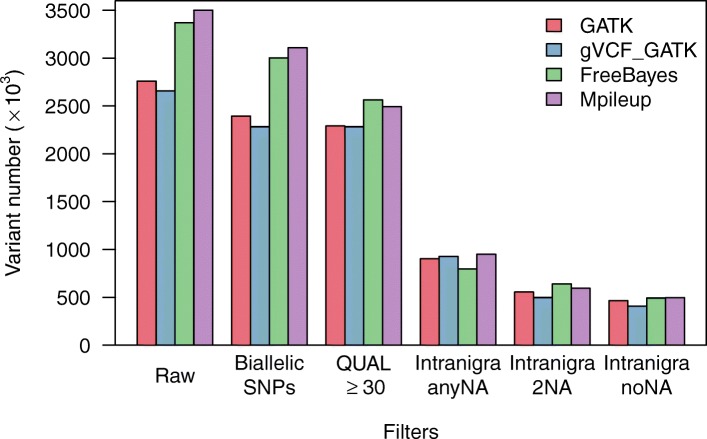
Variant discovery in 12 *Populus nigra* genotypes. Number of variants discovered with each of the four callers (“GATK” in red; “gVCF_GATK” in blue; “FreeBayes” in green and “Mpileup” in purple) after applying different filters (“Raw”: no filters; “Biallelic SNPs”: indel removed; only biallelic SNPs retained; “QUAL ≥ 30”: SNP quality greater than 30 retained; “Intranigra/anyNA”: SNP polymorphic in *P. nigra* retained; “Intranigra/2NA”: SNP polymorphic in *P. nigra* with at most 2 missing genotype values retained; “noNA”: SNP polymorphic in *P. nigra* without missing genotype value retained)

We further compared the *P. nigra* SNP positions and genotype calls between each callers as well as combinations of at least two callers (Table 1). As expected the number of SNPs detected was lower when considering combinations of callers rather than single ones. Indeed, the “core” SNP set detected by all callers contained 252,887 SNPs with no missing genotype calls (“4Callers-noNA”). This number increased to 341,584 SNPs with no missing genotypes when considering at least 3 callers (“3Callers-noNA”). A further increase could be obtained when computing a consensus genotypes between the callers (“3CallersConsensus-noNA”, 356,275 SNPs) but this gain was much more pronounced when allowing missing genotypes calls (“3CallersConsensus-2NA”, 442,931 SNPs; “3CallersConsensus-anyNA”, 785,377 SNPs), underlining the interest of computing a consensus genotyping when combining multiple callers.

### SNP validation

A total of 7903 SNPs previously genotyped with a SNP array [1] were compared with the list of SNPs detected with each caller, combination of 3 or 4 callers (Fig. 3; Additional file 2: Table S2; Additional file 3: Figure S3). Genotyping accuracy, evaluated as the percentage of similarity over all common positions, varied from 90 to 99% and was negatively correlated with the total number of SNP detected and consequently the number of positions available for the comparison. Thus, there is a trade-off between the number of SNPs we are willing to obtain and the quality of the genotyping information. The negative relationship between the number of SNPs detected and the genotyping accuracy appeared to be linear (*R*^2^=0.97).

**Fig. 3:**
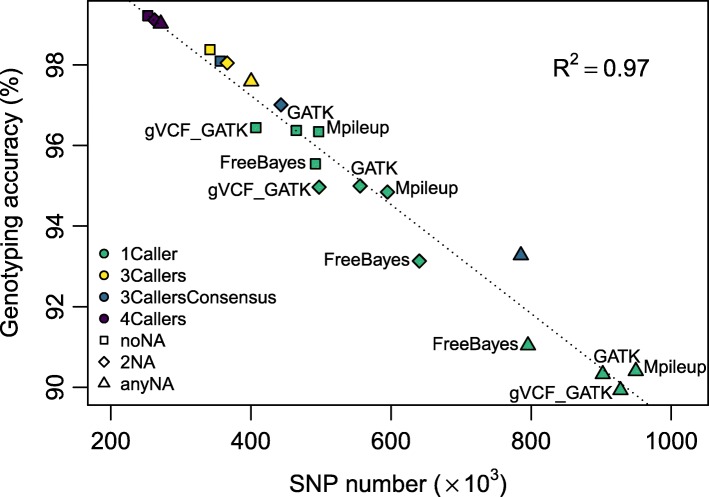
Relationship between genotyping accuracy and the number of SNPs detected. Number of SNPs detected and genotyping accuracy for 7 calling modalities times 3 options for missing values. See Table 1 for the corresponding denominations

The position of the calling methods with respect to the regression line provides information on their performance for variant detection and genotyping. “FreeBayes” and “gVCF_GATK” were always below the line and thus appeared to be the less accurate with respect to the number of variants detected. “GATK” and the combination of 4 callers were always very close to the line and thus could be seen as intermediary performing calling methods. Finally, “Mpileup” and the combination of 3 callers were always above the line, suggesting that they performed best. Of note “3CallersConsensus-anyNA” was the most distant modality above the line, underlining the strength of this approach for detecting and genotyping variants in our dataset.

For further analyses and validations, we decided to focus on the set of SNPs that gave the highest number of SNPs with at least 98% of accuracy, *i.e.* the consensus from 3 callers with no missing data (modality “3CallersConsensus-noNA”). The resulting 356,275 SNP positions were further compared to previously reported *P. nigra* SNPs obtained by Sanger or NGS sequencing of five candidate genes fragments, which were also used to compare detected SNP positions [3, 4] (Fig. 4; Additional file 3: Figure S4). Because these candidate genes were expressed within our samples, a fairly large amount of previously identified SNPs were also detected in our study even within introns. Indeed, the number of positions also detected with RNAseq varied between 30 to 61%. It is worth noting that a fairly large number of SNPs were detected in introns in these candidate genes (“HCT” : 53/70; “4CL3”: 15/36; “C3H3”: 24/45; “CAD4”: 10/19; “CCR7”: 20/39). 

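The 5 candidate genes of the lignin pathway were expressed in all 21 trees used by the paper. Their positions refer to *P. trichocarpa* v3.0 and the values are the mean over genotypes of CPM. HCT1 (Potri.003G183900), on the forward strand of chromosome 3 from 19015508 to 19020338, had 369.5 ± 77.2 CPM (SD, n = 12 genotypes). CCR7 (Potri.003G181400), on the forward strand of chromosome 3 from 18841741 to 18844704, had 425.0 ± 48.6 CPM (SD, n = 12). 4CL3 (Potri.001G036900), on the reverse strand of chromosome 1 from 2614753 to 2618030, had 514.5 ± 151 CPM (SD, n = 12). CAD4 (Potri.009G095800), on the forward strand of chromosome 9 from 8651535 to 8653872, had 688.2 ± 199 CPM (SD, n = 12). The highest was C3H3 (Potri.006G033300), on the reverse strand of chromosome 6 from 2228769 to 2232684, with 910.1 ± 153 CPM (SD, n = 12). The counts behind these values were at least 2155 read pairs per tree, the lowest being 4CL3 in the block 4 tree of BDX-003, so counting error is small beside the spread between genotypes. CPM is not divided by transcript length, which was 1982 bases for C3H3 and 1453 bases for CAD4. The order of the genes can therefore change when length is taken into account. The genotype 1-A26, which has 1 tree, had the highest value of 4 of the 5 genes, and DRA-045 that of C3H3. With the 21 trees, differences between genotypes were not past the threshold for these genes, with adjusted p from 0.0624 for CAD4 to 0.402 for CCR7 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This depends on the setting. DESeq2's likelihood ratio test put 3 of the 5 genes past the threshold of 0.05, in place of none in edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p of 0.000126 for CAD4, 0.000418 for 4CL3 and 0.0350 for C3H3. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, CAD4 also passed with all 24 trees (0.0391) and with all gene models of at least 1 count (0.0417). Without LOE-011, the adjusted p of CAD4 was 0.0317 and that of 4CL3 was 0.0412 in the same edgeR test. In the removed trees of 1-A26, RHN-028 and STR-010, HCT1 had 324.9, 321.6 and 534.8 CPM, CCR7 had 447.6, 383.0 and 510.6 CPM, and 4CL3 had 547.5, 475.8 and 828.1 CPM. CAD4 had 780.9, 694.3 and 1179 CPM in the same trees, and C3H3 had 941.5, 774.3 and 1027 CPM. The counts were made on spliced transcripts. Of the bases between the start and the end of the gene, 58.0% lie outside the transcript in HCT1, 45.6% in CCR7, 38.3% in 4CL3, 37.9% in CAD4 and 49.4% in C3H3, and reads there are not part of these values. The paper reasons that SNPs reported earlier were detected again, even within introns, because these genes were expressed in the sampled tissues.

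**Figure D4:**
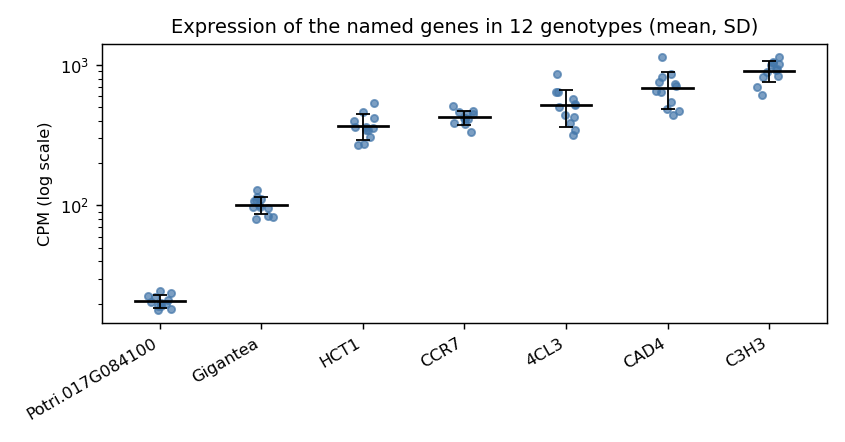
CPM, on a log axis, of the 5 lignin genes and of Potri.017G084100 and Gigantea in the 12 genotypes. Each point is 1 genotype, lines are means and error bars are SD, and the means rise from 20.8 CPM for Potri.017G084100 to 910.1 CPM for C3H3.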

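Potri.017G084100 had 20.8 ± 2.14 CPM (SD, n = 12 genotypes) in the 21 trees used by the paper, from 17.9 in DRA-045 to 24.5 in 1-A26. The counts behind this value were between 210 and 600 read pairs per tree, and at least 308 per genotype. With 10305 gene models above it, its expression lies at the percentile 73.2 of the gene models with at least 1 count, below the 5 lignin genes, none of which had less than 369.5 CPM on average. The removed trees had 21.5 CPM for 1-A26, 25.3 CPM for RHN-028 and 35.0 CPM for STR-010, the last above all trees that the paper kept. Differences between genotypes were not detected (adjusted p = 0.808, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).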

Another gene was analyzed in detail because it included a large number of SNPs that have been genotyped with the SNP array (Potri.017G084100): 9 from the 19 SNPs used in the array were detected with RNAseq (Additional file 3: Figure S4).

**Fig. 4:**
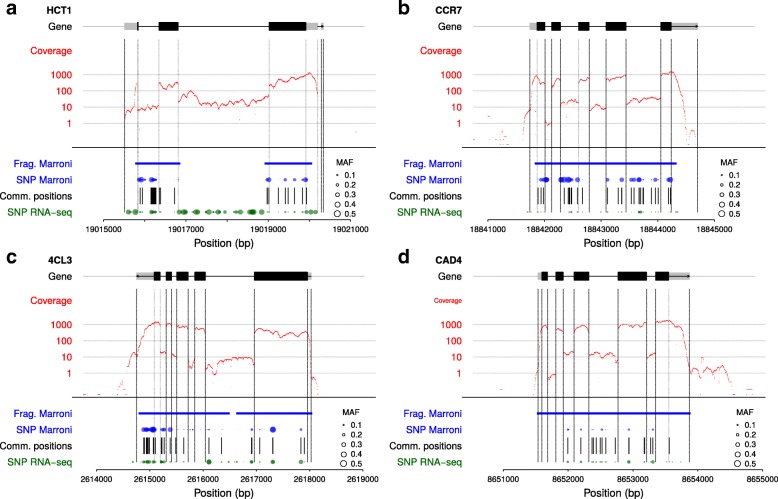
Positions of SNPs discovered and genotyped with RNAseq across 12 *Populus nigra* individuals and along four genes. **a**. “HCT1” (Potri.003G183900); **b**. “CCR7” (Potri.003G181400); **c**. “4CL3” (Potri.001G036900); **d**. “CAD4” (Potri.009G095800). “Coverage” in red refers to the mean depth at each position among the 12 individuals; “Frag. Marroni” and “SNP Marroni” in blue refer to sequenced fragments and SNPs discovered and typed in [3, 4]; “SNP RNA-seq” in green refers to SNPs discovered and typed in the present study with the modality “3CallersConsensus-noNA”. Point symbol size for each SNP is proportional to its MAF across the 12 individuals

Finally, we carried out an inter-annual repeatability analysis of the genotyping by RNA sequencing approach. Because the second sequencing experiment was done in a single read setting, we detected around twice less positions than in the first experiment (157,569 *vs.* 356,275 with the “3CallersConsensus-noNA” modality). Of note, 88% of the SNPs detected in the second experiment were also found at the same position with the same genotype calls in the first experiment.

### SNP characterization and usefulness

We estimated the minor allele frequency for each of the 356,275 SNPs from the modality “3CallersConsensus-noNA”. The distribution had an L-shape with an excess of rare alleles as expected under population genetics models (Fig. 5a).

**Fig. 5:**
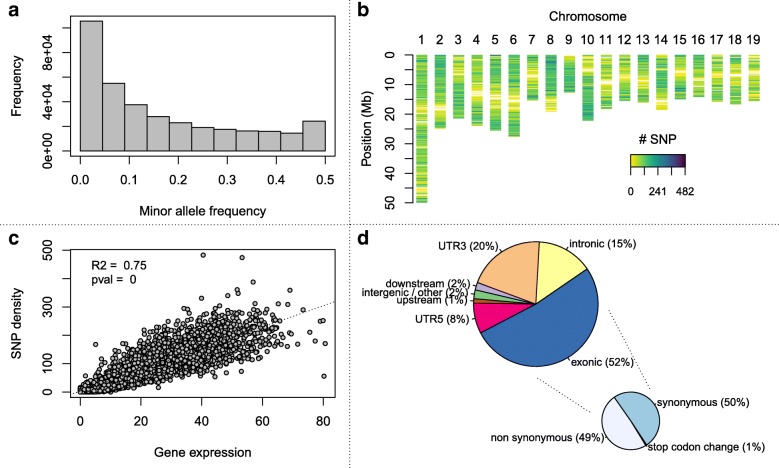
Description of the final set of discovered SNPs. **a** Minor Allele Frequency distribution; **b**. Density of SNPs across the genome (100kb windows); **c**. Relationship between SNP density and gene expression; **d**. Annotation of SNPs

To evaluate the genomic distribution of our SNPs, we computed the density within 100-kb windows of the 351,157 SNPs located on the 19 chromosomes of *P. trichocarpa* v3.0. The number of SNPs within 100-kb windows ranged between 0 and 482 with an average of 89 and a median of 83. Moreover, 92% of the 100-kb windows harbored at least 1 SNP, underlining an overall good coverage of the genome (Fig. 5b). To further explain the observed variations in SNP density within 100-kb windows, we compared this numbers to the sum of gene expressions within the same windows, estimated as the log2 of read counts per million. 

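From the deposited counts, the CPM of the 41335 gene models was averaged over the 21 trees used by the paper. The median gene model had 2.94 CPM, with quartiles of 0.100 and 20.7 CPM, and the highest gene model reached 5878 CPM. A mean below 1 CPM was found for 41.2% of gene models. The identifiers place 39514 gene models on the 19 chromosomes and 1821 on scaffolds, which took 0.995% of the counts. Coordinates of all gene models in the build of the paper were not used here, so the values were summed over whole chromosomes in place of 100-kb windows. The sum of log2(CPM + 1) was highest for chromosome 1, with 11950 over 4734 gene models, and lowest for chromosome 19, with 2594 over 1340 gene models. Per gene model, the mean of log2(CPM + 1) was between 1.94 on chromosome 19 and 2.84 on chromosome 2.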

We found a highly significant positive relationship between gene expression and the number of SNPs detected (*R*^2^=0.75, Fig. 5c).

The automatic annotation of our SNPs highlighted as expected that the vast majority of them (80%) were located within exons or 3’ and 5’ UTRs (Fig. 5d). Nevertheless, as already observed when comparing with SNPs previously reported within candidate genes, a fairly large amount of SNPs were located within introns (15%, Fig. 5d). These intronic SNPs are likely to come from pre-mRNA [43]. Considering exonic SNPs, their annotation highlighted a very low number of mutations affecting the stop codon (1%). The remaining exonic SNPs were almost equally split between synonymous and nonsynonymous sites (Fig. 5d).

In the end, we found that 19,249 genes were covered by at least 5 SNPs which corresponds to 47% of gene models in *P. trichocarpa* genome annotation. 

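At least 1 read pair was counted on 38477 of the 41335 gene models (93.1%) in the 21 trees used by the paper together, and on 30804 to 33284 gene models in each of the 24 trees. At least 10 counts in each of the 12 genotypes, with the counts of the trees of a genotype added, were found for 23462 gene models, which is 56.8% of all. In 10576 gene models no genotype reached 10 counts, and in 7297 some genotypes did and others did not. The paper's 19249 genes with at least 5 SNPs correspond to 46.6% of the gene models counted here, and their number is 82.0% of the number covered in every genotype. The median transcript length was 1731 bases for gene models covered in every genotype and 819 bases for the others. With the 3 removed trees of 1-A26, RHN-028 and STR-010 included, 24568 gene models were covered in every genotype. With a minimum of 20 counts in place of 10, the number was 21570, and with a minimum of 5 counts 25185. With each genotype left out in turn, it was between 23471 and 23780. A mean of at least 1 CPM, in place of at least 1 count, was reached by 24313 gene models.

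**Figure D5:**
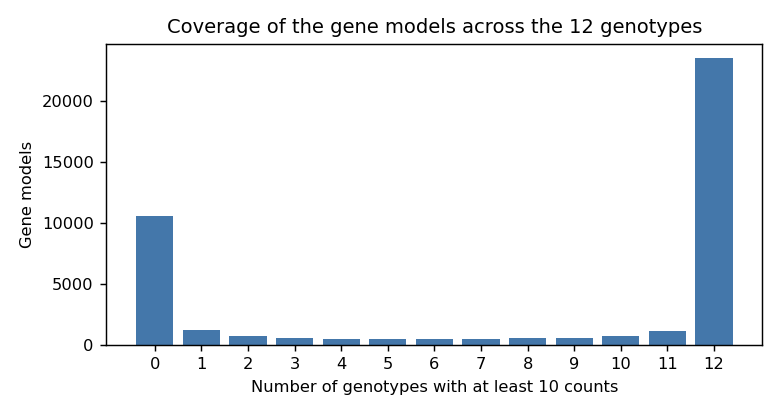
Number of gene models by the number of genotypes, from 0 to 12, in which they had at least 10 counts in the 21 trees that the paper kept. Each bar is a count of gene models, and most lie at either end, with 23462 covered in all 12 genotypes and 10576 in none.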

We further tested whether these 19,249 gene models displayed any enrichment in GO terms using *Arabidopsis thaliana* annotation (18,384 orthologs). We found that few GO terms were enriched within our set, but they corresponded to biological processes that seem to be quite generic rather than specific to the tissues sampled (Additional file 3: Figure S5).

Finally, we used the 250,784 SNPs with a MAF higher than 5% to evaluate the genetic structure of our 12 genotypes (Fig. 6). A hierarchical ascendant clustering of the genotypes clearly highlighted 6 groups corresponding to the populations to which the genotypes belong to. It is worth mentioning that the population clustering matched their geographic origins.

**Fig. 6:**
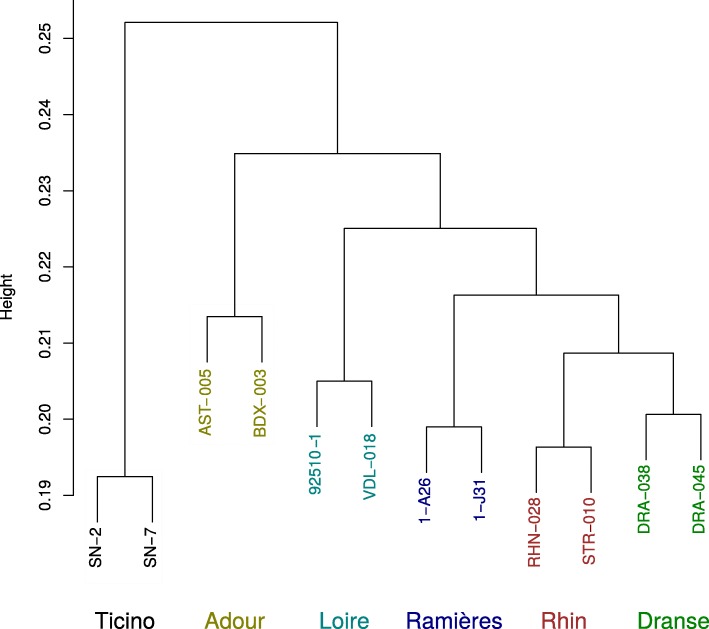
Hierarchical ascendant clustering of 12 *Populus nigra* individuals. The analysis was carried out with 250,784 SNPs from the “3CallersConsensus” modality after filtering SNPs with a minor allele frequency below 0.05

## Discussion

We have successfully built a pipeline from multiple bioinformatics tools for detecting and typing several hundred thousand SNPs from RNAseq data. Genotyping accuracy of the resulting SNPs has been evaluated by (i) a comparison with genotyping data previously obtained with a SNP array [1] and (ii) an interannual validation. The high accuracy (around 95%) underlined the quality of the genotypic dataset obtained with our pipeline. Additionally, when looking at candidate genes for wood properties (lignin pathway), many SNPs previously reported by DNA sequencing could be recovered within our RNAseq data even if our study focused only on 12 genotypes. This could be expected because 3 and 7 of our 12 genotypes were also included in previous sequencing studies [3, 4]. The resulting variants frequency spectrum followed the expectations from population genetics models and they were spread across most of the genome. The very few genomic regions that appeared to be uncovered correspond to predicted centromeric regions [2] which do not carry many gene models and thus cannot be tagged in an RNAseq experiment.

If the vast majority of SNPs were as expected located within exonic or UTR regions, it is interesting to note that a fairly large number of SNPs appeared to locate within introns. Several hypotheses could explain this result. First, we have used as a reference the genomic annotation from a different species within the same genus: *P. trichocarpa*. If most of our reads mapped to this reference genome, interspecific variability is likely to have affected the quality of the annotation of our SNPs. In addition, alternative splicing has been shown to be frequent in developing xylem of *P. trichocarpa* [44]. This phenomenon is likely to be more frequent at the interspecific level and may thus have contributed here to the intronic SNPs detected. Second, if in RNAseq most of the reads come from mature mRNA, it has been shown that pre-RNA could as well be sequenced which would yield reads outside of the exonic and UTR regions [43]. Actually, the read coverage was not null in the introns of our candidate genes, providing sufficient information for SNP detection and typing. Thus, it was not surprising to have intronic SNPs within RNAseq data, especially for highly expressed genes as expected here for candidate genes from the lignin pathways, since we sampled our RNA from young differentiating xylem and cambium. Indeed, we have also found a highly significant positive correlation between gene expression level and SNP density, but this observation did not necessarily pop up when we observed the SNPs detected, their frequency and the read coverage on the candidate genes from the lignin pathway. 

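In the 21 trees used by the paper, HCT1 lay at the percentile 99.3, CCR7 at 99.4, 4CL3 at 99.6, CAD4 at 99.8 and C3H3 at 99.9 of mean CPM among the 38477 gene models with at least 1 count. The number of gene models with a higher mean was 274 for HCT1 and 56 for C3H3, with the others in between. CPM is not divided by transcript length, so these ranks also depend on length. The median percentile of the 5 genes was 99.60 ± 0.179 (SD of the median over the 12 genotypes), and 0 of 10000 random lists of 5 gene models had a median as high. Among gene models with a mean of at least 1 CPM, the alternative that moved it most, the median percentile was 99.36. With the removed trees included it was 99.59. From the tissues sampled, the paper reasons that high expression of the lignin genes makes it unsurprising to find intronic SNPs in them.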

As a matter of fact, the frequency of SNPs did not seem to vary a lot between highly covered exonic regions and weakly covered intronic regions. For “HCT1” (Potri.003G183900), the frequency of SNPs even seems to be higher in introns than exons. This is consistent with the negative Tajima’s D previously obtained on the set of candidate genes from the lignin pathway in *P. nigra* [3, 4] as well as for genes associated with a lower lignin content in *P. deltoides* [12]. In addition, Marroni et al. [3] also reported for “HCT1” a non-synonymous to synonymous nucleotide diversity ratio of 0.03 suggesting that this gene is under purifying selection which may explain the pattern observed here. Consequently, the frequency spectrum of SNPs from RNAseq reads is likely to be complex as both affected by gene expression levels as well as evolutionary factors. Care must thus be taken when using these data for population genomic analyses and especially for detecting signatures of selection.

We used several variant callers as well as their combination. Given the observed and expected trade-off between genotyping accuracy and the number of SNPs detected, we found that this strategy was efficient since better performances could be reached through the combination of multiple callers rather than using a single one, except for Mpileup. The gain was mainly due to the production of consensus genotype calls from the different callers, especially when they did not all agree. This opens the choice between various options along the accuracy amount trade-off, which could further be picked depending on the objectives of downstream analyses. For instance, if one wishes to obtain the largest number of SNPs within its dataset for carrying out a GWAS, it may be a good idea to use the combination of 3 callers with missing data allowed and then to impute the missing data with a dedicated tool which make use of linkage disequilibrium between neighbouring SNPs for the imputation [45]. If one wants to only use 1 caller, we recommend the use of “Mpileup”, as it is the only one that produced a data set at the equilibrium between quantity and quality of SNPs. Finally, if one wants to have the best quality of SNPs at the price of a lower number, we recommend the use of the 4 callers data intersection, without missing data.

In the present work, we have focused on biallelic SNPs because they constitute the most abundant polymorphism in the genome. However, the callers used have also detected numerous indels or triallelic SNPs which could prove useful for various analyses and thus would deserve further work. Also, because we used a different species as a reference for mapping our reads and annotating our SNPs, a large amount of the SNPs detected by each of the callers displayed interspecific variation as underlined by the steep decrease in the number of variants when considering intra-nigra polymorphism only. These polymorphisms could also be valuable for species determination and for studying interspecific hybridization [46].

We sampled our RNA from two tissues, young differentiating xylem and cambium, because our research focuses on wood production. Combining information from two tissues has likely increased the number of genes covered by reads and consequently by SNPs compared to what would have been obtained when considering a single tissue. Using this strategy, we could obtain a genotyping dataset with almost half of the gene models of *P. trichocarpa* covered by at least 5 SNPs. Morevover, the GO enrichment analysis suggested that sampling did not introduce a strong bias into the representativeness of functional categories that were effectively captured by the RNAseq experiment. One strategy to increase the genomic coverage could be to combine RNA from multiple tissues but this would have a cost in term of sequencing. More generally, because many factors affect gene expression such as the developmental stage or the tissue considered, further works are required to assess how this impacts genotyping with RNAseq.

## Conclusion

In order to identify loci which matter for explaining quantitative trait variation or involved in adaptation to biotic or abiotic constraints, one needs to investigate a large number of individuals to reach a sufficient statistical power. But for a given amount of money to be spent in a sequencing experiment, there is a tradeoff between the sample size and the extent of the genome that can be examined [47]. Several methods have been proposed to reduce the complexity of the genome prior to sequencing enabling the multiplexing of individuals onto a sequencer lane. Here we have used RNAseq as a ’natural’ alternative to reduce genome complexity prior to sequencing and have shown with several validations that it is efficient for the simultaneous discovery and typing of SNP. If all of these genome complexity reduction techniques have pros and cons [48–51], we believe that RNAseq has far been underexploited by comparison to the others and hope that our results will encourage its future use. One reason for the unpopularity of RNAseq for genotyping might be its cost which remains fairly expensive in comparison to GBS or RADseq, but one should also note that it also enables the access to the expression of genes in the tissue sampled which together with the SNPs generated can be used to detect eQTLs or ASE [13, 52].

## Additional files

Additional file 1 Position of SNPs on *Populus trichocarpa v3.0 genome version of the SNP identified by Marroni et al. [*3*,*^4^*] on 5 genes.*

Additional file 2 Number of SNPs detected by different callers or combinations of callers and using different filters. **Table S1**: Total number of SNPs detected with four different callers and applying different filters. **Table S2**: Comparison of number of SNPs detected with RNAseq data, identical positions with the SNP chip and genotyping accuracy using 7 calling modalities times 3 options for missing values. 

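Table S1 follows the number of variants of each caller through successive filters, from all variants to biallelic SNPs, to a minimum quality, to SNPs polymorphic within *P. nigra*, and to limits on missing genotypes. Table S2 sets, for 7 calling modalities and 3 limits on missing genotypes, the number of SNPs beside the number of positions shared with the array and the genotyping accuracy. In the paper's Table S2, the number of SNPs runs from 252887 to 949411, the number of shared positions from 1916 to 4058, and the accuracy from 89.93% to 99.22%. Accuracy is the share of identical genotype calls at shared positions, so each value rests on the SNPs that the array and the modality have in common, and the 21 values are not independent.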

(XLSX 12 kb)

Additional file 3 **Figure S2**: Distribution of genotyping accuracy of RNAseq data computed from a comparison with genotyping from a previously available SNP array [1] for the 12 individuals used in the study. **Figure S3**: Variation of the total SNP number and identical positions found with the chip data using 7 calling modalities times 3 options for missing values. **Figure S4**: Positions of SNPs discovered and genotyped with RNAseq across 12 *Populus nigra* individuals and along two genes. **Figure S5**: Graphical representation of the enrichment in GO terms (biological process) for the genes covered by at least 5 SNPs.

## Abbreviations

ASE: Allele-specific expression
BAM: Binary alignment map
BP: Base pair
BWA: Burrows-wheeler aligner
DNA: DeoxyriboNucleic acid
DNase: DeoxyriboNuclease
eQTL: expression quantitative trait locus
GATK: Genome analysis ToolKit
GBS: Genotyping by sequencing
GO: Gene ontology
GWAS: Genome-wide association study
LD: Linkage disequilibrium
MAF: Minor allele frequency
PCA: Principal component analysis
PCR: Polymerase chain reaction
PE: Paired-end
QTL: Quantitative trait loci
RAD: Restriction site associated DNA
RADseq: RAD sequencing
RNA: RiboNucleic acid
RNase: Ribonuclease
RNAseq: RNA sequencing
SAM: Sequence alignment map
SNP: Single nucleotide polymorphism
SR: Single-read
UTR: UnTranslated region
VCF: Variant call format

# Supplementary material for: Accuracy of RNAseq based SNP discovery and genotyping in Populusnigra
**Source:** BMC Genomics. 2018 Dec 12;19:909. doi: 10.1186/s12864-018-5239-z
**Supplement:** Supplementary file 3 — Figure S2: Distribution of genotyping accuracy of RNAseq data computed from a comparison with genotyping from a previously available SNP array [1] for the 12 individuals used in the study. Figure S3: Variation of the total SNP number and identical positions found with the chip data using 7 calling modalities times 3 options for missing values. Figure S4: Positions of SNPs discovered and genotyped with RNAseq across 12 Populus nigra individuals and along two genes. Figure S5: Graphical representation of the enrichment in GO terms (biological process) for the genes covered by at least 5 SNPs.

## Additional file 3 for "Accuracy of RNAseq based SNP discovery and genotyping in *Populus nigra*"

Odile Rogier, Aurélien Chateigner, Souhila Amanzougarene,  
Marie-Claude Lesage-Descauses, Sandrine Balzergue, Véronique Brunaud,  
José Caius, Ludivine Soubigou-Taconnat, Véronique Jorge, Vincent Segura\*

- **Supplementary figure 1:** Repetition quality control checked using genotyping from a previously available SNP chip (Faivre-Rampant *et al.* 2016, doi: 10.1111/1755-0998.12513).
- **Supplementary figure 2:** Distribution of genotyping accuracy of RNAseq data computed from a comparison with genotyping from a previously available SNP array (Faivre-Rampant *et al.* 2016, doi: 10.1111/1755-0998.12513) for the 12 individuals used in the study.
- **Supplementary figure 3:** Variation of the total SNP number and identical positions found with the chip data using 7 calling modalities times 3 options for missing values.).
- **Supplementary figure 4:** Positions of SNPs discovered and genotyped with RNAseq across 12 *Populus nigra* individuals and along two genes.
- **Supplementary figure 5:** Graphical representation of the enrichment in GO terms (biological process) for the genes covered by at least 5 SNPs.

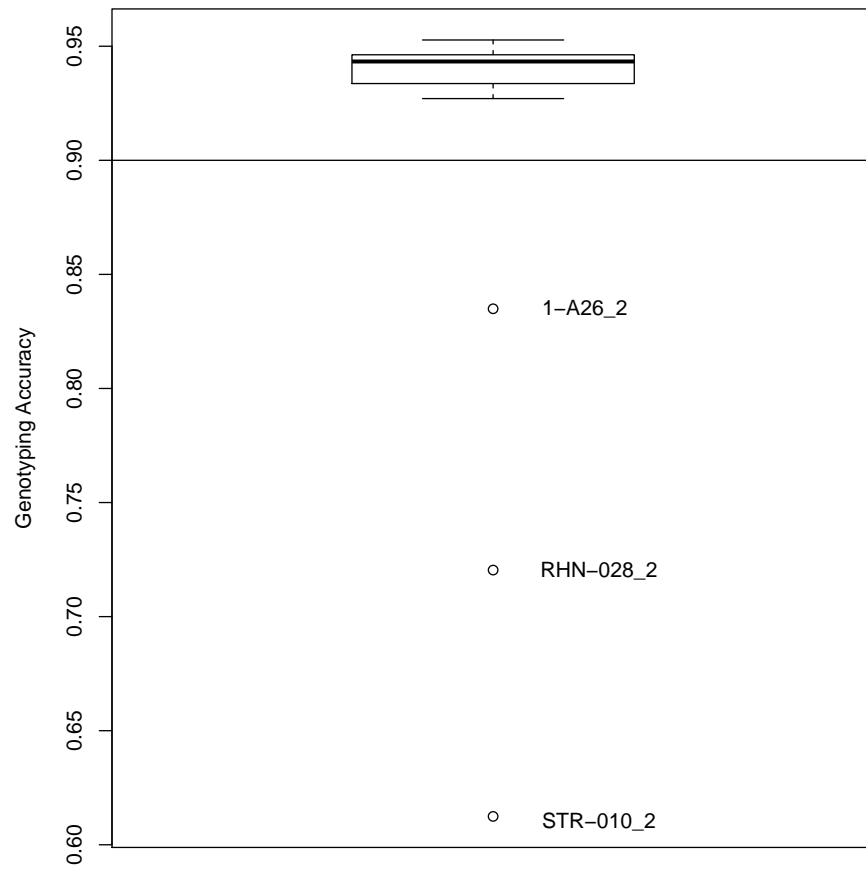

Supplementary Figure 1: Repetition quality control checked using genotyping from a previously available SNP chip (Faivre-Rampant *et al.* 2016, doi: 10.1111/1755-0998.12513). Boxplot of the genotyping accuracy across the 24 samples under study.

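The accuracy in this figure compares the SNP calls of each tree with the array genotypes recorded for its label, so a low value can arise from the label, the sample or the calls. Expression gives another comparison of the same trees. The correlation of log2(CPM + 1) between the 2 trees of a genotype, after the mean of each gene model was subtracted, was lowest in STR-010 at 0.522, followed by RHN-028 at 0.718 and 1-A26 at 0.838. The lowest value among the other 9 genotypes was 0.873.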

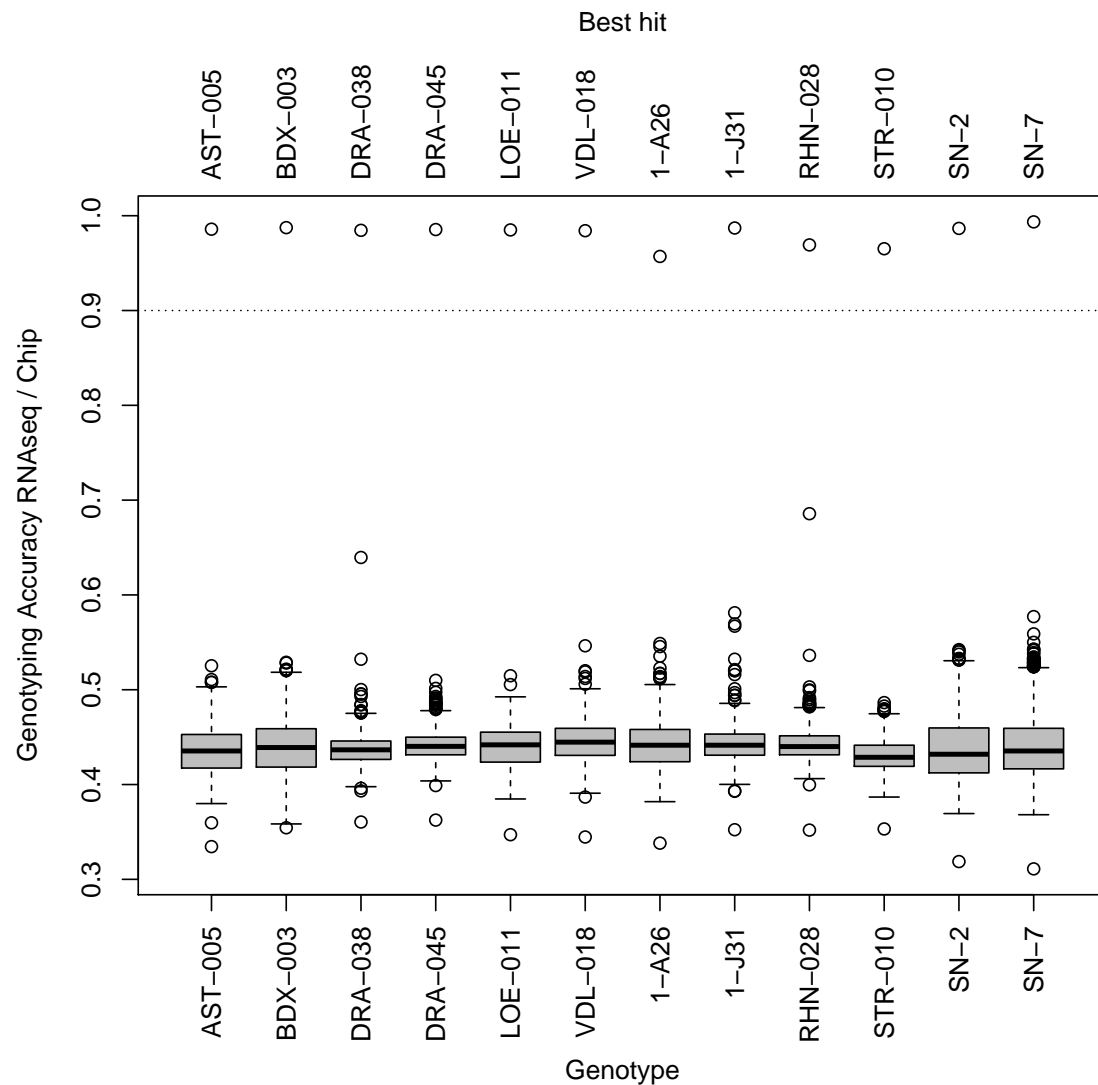

Supplementary Figure 2: Distribution of genotyping accuracy of RNAseq data computed from a comparison with genotyping from a previously available SNP array (Faivre-Rampant *et al.* 2016, doi: 10.1111/1755-0998.12513) for the 12 individuals used in the study.

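The figure asks, for each individual, which genotype on the array its SNP calls match best. A narrower question was put to expression, with log2(CPM + 1) of 1000 gene models that separate genotypes. It asks whether trees with the same label match each other best. There is no outside reference, so a wrong clone in both trees of a label would not be seen. In the 9 genotypes with 2 trees kept, the best match of each of the 18 trees among the 23 others was the tree with the same label. The lowest correlation between such partners was 0.978. The correlation with the closest tree of another genotype was between 0.830 and 0.908.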

Genotype of each individual of the RNAseq study (x axis) has been compared to all genotypes obtained with the SNP array, and genotyping accuracy has been calculated for each pair (y axis). The code on the upper part of the graph corresponds to the 'SNP array genotyped' individual giving the highest accuracy value.

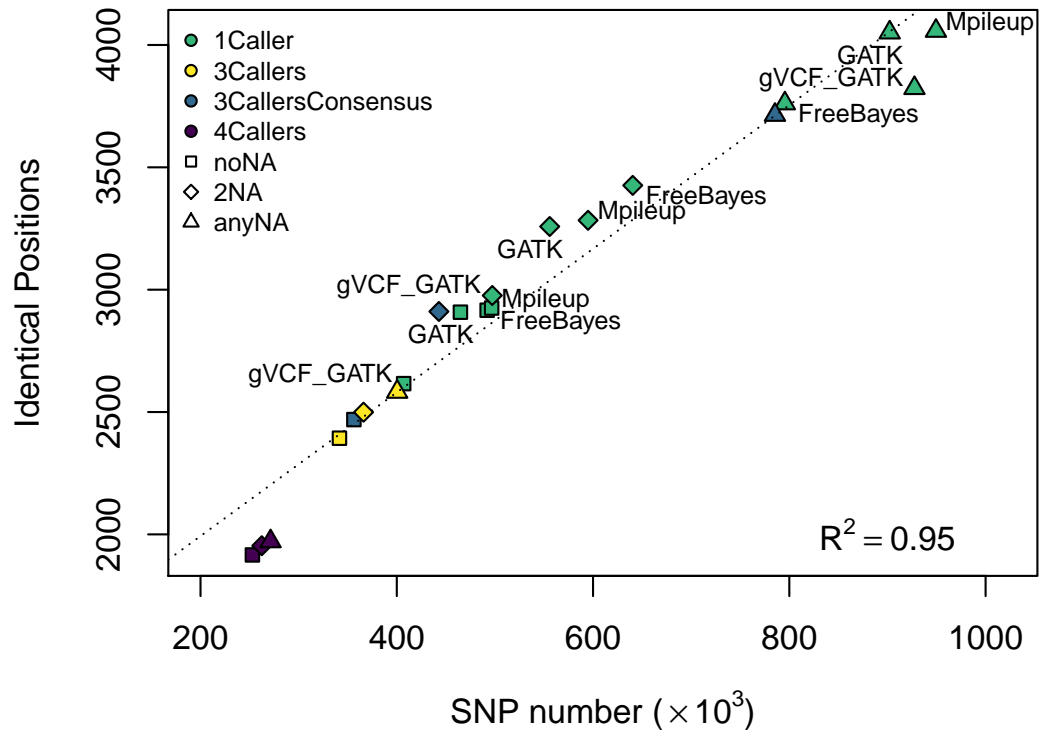

Supplementary Figure 3: Variation of the total SNP number and identical positions found with the chip data using 7 calling modalities times 3 options for missing values. See Table 1 for the corresponding denominations.

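The paper's Table S2 gives the number of SNPs and the accuracy of each of the 21 combinations of calling modality and missing-value limit, and a least-squares line was fitted to them again. Accuracy fell by 1.35 percentage points per 100000 SNPs, with R2 = 0.968. The number of positions shared with the array gave R2 = 0.931. With the number of SNPs on a log10 scale R2 was 0.945, with the 4 callers used alone it was 0.962, and without the 3 values of the 3-caller consensus it was 0.978. The 21 values come from the same trees and share SNPs, so no p is given. The residuals had an SD of 0.555 percentage points. All 3 values of FreeBayes and all 3 of gVCF_GATK lay below the line, and all 3 values of Mpileup, of 3Callers and of 3CallersConsensus lay above it. The largest residual was 1.25 percentage points, for 3CallersConsensus with any number of missing values. The residuals of 4Callers were between -0.00732 and 0.0530 percentage points, and those of GATK between -0.131 and 0.00871.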

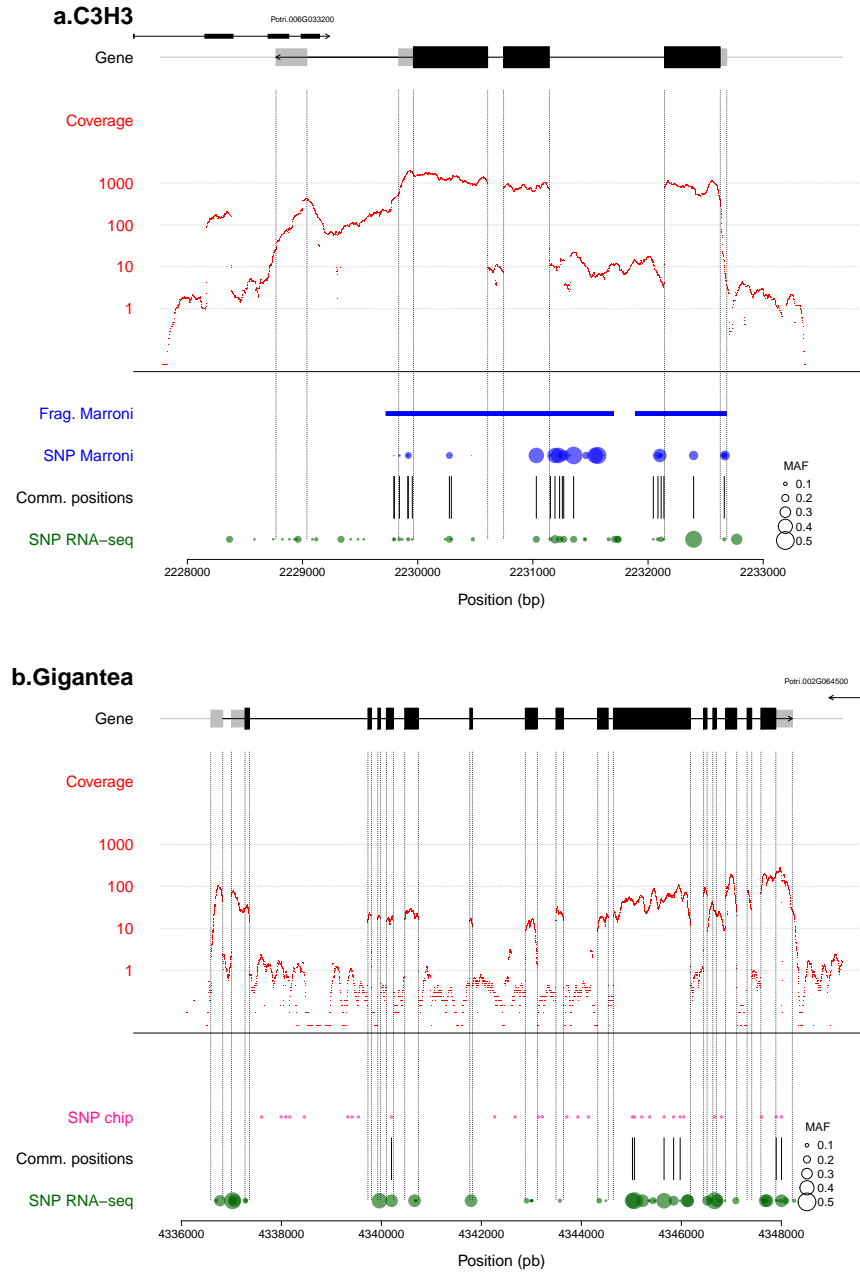

Supplementary Figure 4: Positions of SNPs discovered and genotyped with RNAseq across 12 *Populus nigra* individuals and along two genes.

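C3H3 (Potri.006G033300), whose fragments are drawn in this figure, had 910.1 ± 153 CPM (SD, n = 12 genotypes) in the 21 trees used by the paper, from 605.9 in VDL-018 to 1133 in DRA-045. Gigantea (Potri.002G064400), the other gene named with this figure, had 100.7 ± 14.6 CPM (SD, n = 12), from 79.7 in SN-7 to 129.5 in 1-A26, and lay at the percentile 94.7 of the gene models with at least 1 count. CPM is not divided by transcript length, and the transcript of Gigantea has 4425 bases. In the removed trees of 1-A26, RHN-028 and STR-010, Gigantea had 136.1, 102.3 and 111.1 CPM and C3H3 had 941.5, 774.3 and 1027 CPM. For the 5 lignin genes, the paper's Additional file 1 lists the SNPs of earlier studies and those found with RNAseq, and the share of earlier positions that also carried an RNAseq SNP was computed from it. It was 51.1% for HCT1 (24 of 47 placed positions, 95% Wilson interval 37.2% to 64.7%), 50% for CCR7 (27 of 54, 37.1% to 62.9%) and 45.1% for C3H3 (23 of 51, 32.3% to 58.6%). It was lower for CAD4, at 40.4% (19 of 47, 27.6% to 54.7%), and for 4CL3, at 35.9% (28 of 78, 26.1% to 47.0%). The intervals of the 5 genes overlap. Over all 5 genes, 121 of 277 positions were found, which is 43.7% (95% Wilson interval 38.0% to 49.6%), and 6 earlier SNPs without a placed position were left out. The number of SNPs found with RNAseq was 70 in HCT1, 39 in CCR7, 36 in 4CL3, 19 in CAD4 and 45 in C3H3.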

a. "C3H3" (Potri.006G033300); b. "Gigantea" (Potri.002G064400). "Coverage" in red refers to the mean depth at each position among the 12 individuals; "Frag. Marroni" and "SNP Marroni" in blue refer to sequenced fragments and SNPs discovered and typed in Marroni *et al.* (2011a, doi: 10.1111/j.1365-313X.2011.04627.x & 2011b, doi: 10.1007/s11295-011-0391-5); "SNP chip" in pink refers to SNPs previously genotyped with a SNP array (Faivre-Rampant *et al.* 2016, doi: 10.1111/1755-0998.12513); "SNP RNA-seq" in green refers to SNPs discovered and typed in the present study with the modality "3CallersConsensus-noNA". Point symbol size for each SNP is proportional to its MAF across the 12 individuals.

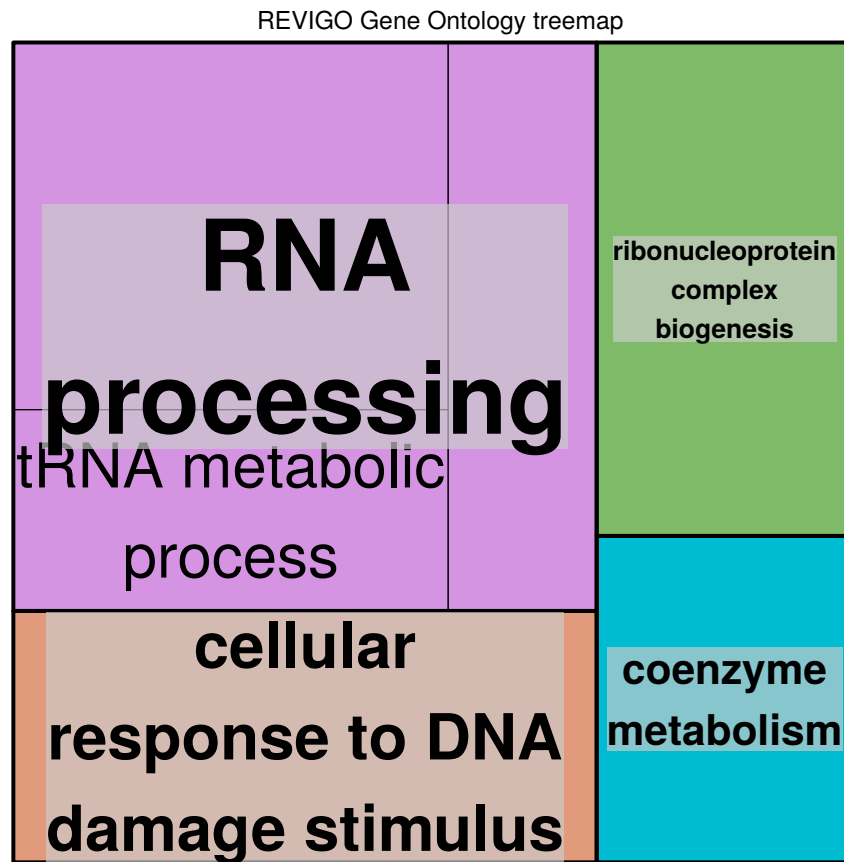

Supplementary Figure 5: Graphical representation of the enrichment in GO terms (biological process) for the genes covered by at least 5 SNPs. Enrichment and graphical representation were done with the R package topReviGO (Chateigner 2017, <https://github.com/achateigner/topReviGO>) on the 18,384 *Arabidopsis thaliana* orthologs to the genes covered by at least 5 SNPs in the present study.

How the deposited data were processed for this re-analysis (not part of the article)

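RNA of young differentiating xylem and cambium was sequenced from 24 *P. nigra* trees, 2 trees (blocks 2 and 4) of each of 12 genotypes from 6 river catchments. Trees, genotypes, populations and blocks were taken from the sample labels and the paper. The paper removed the block 2 trees of 1-A26, RHN-028 and STR-010 for a mismatch with the SNP array, and the 21 remaining trees were used for the values given first, with all 24 trees as an alternative. One Loire genotype is LOE-011 in the labels and in the paper's supplement, while the paper's methods list another name beside VDL-018. Whether these names mean the same genotype was not tested. The label is used here, since each Loire genotype has 2 trees in the labels and in the paper.

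For each tree, the authors deposited the number of read pairs and the number of reads counted on each of 41335 transcripts of *P. trichocarpa*, as raw counts without normalization, together with the length of each transcript. These counts were made by the authors in December 2014 from an alignment to transcripts. The aligner of this step is not named in the paper's text, which describes the alignment to the genome used for SNP calling. The authors treated reads without a mapped mate as unmapped, set no limit on the insert size, and removed reads whose best and next best alignments had equal scores, so reads shared by near-identical paralogs are missing from the counts. Trees were not pooled in the counts. Reads in introns that are absent from the transcripts, and reads from outside gene models, are not counted.

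The number of read pairs was the measure used throughout, with the number of reads as an alternative chosen after seeing the data. CPM was computed as the count divided by the total of the tree, and log2 values used a pseudocount of 1, with 0.1 as an alternative. The total per tree was between 8419309 and 23329834 read pairs. At this depth 3 counts correspond to between 0.129 and 0.356 CPM. Shares of SNP positions have 95% Wilson intervals.

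Differences in expression were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at a threshold of 0.05. Genotypes were compared over the 21 trees, and populations over the 12 genotypes with the counts of the trees of a genotype added, since trees of 1 genotype are clones. Block 4 was compared with block 2 over the 18 trees of the 9 genotypes with 2 trees, with genotype as a factor. DESeq2 1.42.0 was an alternative. The test was checked on simulated counts in which 200 gene models were changed. With a fold change of 4, 81% of the changed gene models were recovered among genotypes and 71.5% among populations, and with a fold change of 2, 99.5% were recovered between blocks. Of the gene models called in the simulation, 2.99%, 2.72% and 3.86% had not been changed. The simulated counts had the same dispersion for all gene models and were drawn independently, so these shares may not hold for the real counts. Gene models named in the text are those that the paper names, for genotypes and populations the 2 with the smallest p past the threshold and at least 10 counts in every tree, and for blocks the 2 largest rises and 2 largest falls past the threshold that went in the same direction in all 9 genotypes. 

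Similarities of trees are Pearson correlations of log2(CPM + 1), tested with 100000 permutations of labels for genotypes and with all 10395 pairings of the 12 genotypes for populations. For the comparison of each tree with its labelled genotype, the 1000 gene models with the largest ratio of variances were chosen without the genotype being scored, and 0.001 was added to the variance within genotypes to avoid division by small values. This constant was chosen when the ratio was computed. On simulated trees, the tree of the same genotype ranked first for 24 of 24 trees. A mixture of 20% of another genotype gave between 20.0% and 24.1% in silent gene models, against 0% without a mixture. Each tree was also fitted as a sum of the mean profiles of the genotypes with weights of at least 0 (non-negative least squares). On the simulated trees this named the right genotype in 3 of 3 mixtures, with weights from 17.7% to 20.5%, against at most 5.81% for another genotype in unmixed trees. The real trees of the 9 genotypes with 2 trees varied more. They reached 6.04% in silent gene models and 14.7% in the weight of another genotype. The simulation therefore does not show how well mixtures are found at the spread of these data. Outlying samples were looked for with Dixon's test within the 4 trees of each population.

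Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other calculations. The rule for named gene models and most alternatives were set before the data were examined. The alternatives changed the trees used, the count minimum, the normalization, the tool, the pseudocount, the correlation and the replicate left out, and the closing section gives their effect. The sum of expression in 100-kb windows was not computed, because coordinates of all gene models in the build of the paper were not used here. Gene models are given by their identifiers, and by a symbol only where the paper gives one. The SNP calls of the trees and the sequencing of the following year were not analysed here. Values recomputed from the paper's Table S2 and Additional file 1 are given beside the supplements and in the closing section.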

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

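For the block 4 tree of BDX-003, the tests of a mislabelled sample, of the counting run, of sequencing effort and of paralogous reads were chosen only after the result was seen, and so was the regrouping of trees for the differences among genotypes.

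In the block 4 tree of BDX-003, 47.9% of reads were mapped to gene models, far from the other 3 trees of Adour at 94.3% to 94.6% and from every other tree. Several technical explanations were tested. A mislabelled sample is not borne out, since the other BDX-003 tree ranked 1 of 23 in similarity of expression. The counting run is not borne out either, since the other tree counted in the same later run had 93.7% of reads mapped. The number of reads parsed, 37275866, was within the range of the other trees, which goes against a difference in sequencing effort. For damaged or mispaired fragments, 98.2% of the counted reads were in proper pairs, within the range of 97.6% to 98.7% in the others, but reads without a mapped mate were treated as unmapped by the authors, so this share cannot exclude them. For gene length bias, the correlation of transcript length with the log ratio of block 4 to block 2 was -0.060 in BDX-003, and that of SN-2 was farther from 0. For paralogous reads, the share removed as multi-hits, 3.96%, was the highest of the 24 trees, by less than 0.1 percentage points. Such reads are counted as mapped before they are removed, so they cannot lower the mapped share.

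A test for reads from another organism counted the gene models with at least 10 CPM in 1 tree and under 1 CPM in all others. There were 13 in this tree and 0 in each of the other 23. The highest, Potri.008G002900, had 1188 counts, against at most 18 in any other tree. Together the 13 gene models held 3276 counts, 0.0389% of the counts of the tree. A candidate explanation is that this library holds reads from another organism, a few of which align to conserved gene models. For the genome, the paper gives around 99.7% of reads mapped, without a value for this tree. A large share of foreign reads would lower such a figure, so it speaks against this candidate if it covers every tree. Reads from *P. trichocarpa* sequence outside the gene models, such as ribosomal or organellar RNA, could also leave reads unmapped, as could damaged or mispaired fragments, and neither can be excluded, because the unmapped reads were not analysed here. A response of this tree alone that switched on these gene models cannot be told apart from foreign reads by the test. The design gives no condition that differs for this tree, so no biological explanation was tested.

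Dixon's test within the 4 trees of each population was applied to 12 measures in 6 populations, which makes 72 groups. It was past its limit in 7 groups, where chance alone gives 3.6. Besides the mapped share of BDX-003, these are 6 values. The block 2 tree of SN-7 had 23329834 read pairs counted, against at most 16729656 in the other trees of Ticino. In the block 2 tree of 1-J31, 3.89% of mapped reads were removed as multi-hits, against 3.73% to 3.74% in the other trees of Ramières. The 100 gene models with the most counts took 11.6% of counts in the block 4 tree of SN-7, against 13.3% to 13.6% in the other trees of Ticino. HCT1 had 596.3 CPM in the block 4 tree of LOE-011, against 331.1 to 367.0 in the other trees of Loire. Gigantea had 102.3 CPM in the block 2 tree of RHN-028, against 109.6 to 111.1 in the other trees of Rhin, and 91.7 CPM in the block 2 tree of SN-2, against 77.4 to 79.8 in the other trees of Ticino. Apart from the mapped share, these gaps are not more than a chance excess of this size can give, and no explanation was tested for them.

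The paper used expression only as a sum per window, so differences between genotypes, populations and blocks are signals in data that it did not analyse. Among the 12 genotypes, 5353 of 29470 gene models passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9918 had an unadjusted p under 0.05. The smallest p among gene models with at least 10 counts in every tree was that of Potri.019G109100 (adjusted p = 2.3e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Potri.019G120200 (adjusted p = 5.74e-08 in the same edgeR test). With the replicate block added, the number was 7415. Whether the block numbers pair the trees was checked over the 9 genotypes with 2 trees. The mean correlation between genotypes of their block 4 to block 2 differences was 0.222 over 36 pairs of genotypes, of which 30 were positive (exact permutation test over 256 exchanges, p = 0.00391). Genotype labels were exchanged among the block 2 trees, so that groups kept 1 tree of each block. In 1 of 24 such groupings, the real one, the number was as large, and the others gave from 0 to 18 gene models. They left between 0 and 3 true pairs together. When trees were assigned without regard to block, 1 of 24 groupings was as large and the others gave at most 99. With counts thinned to the smallest tree, 4127 gene models passed. Of the 5353, 72.5% still passed, so the difference in depth does not account for most of them. Genetic differences in expression are a biological hypothesis in line with these tests. Alleles that differ from the *P. trichocarpa* reference could change how many reads align, and this was not tested, so the pattern cannot be told apart from mapping differences between genotypes.

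Among the 6 populations, 7 of 29616 gene models passed the same threshold and 2363 had an unadjusted p under 0.05. Potri.013G110100 (adjusted p = 0.00265 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Potri.003G112600 (adjusted p = 0.0185 in the same edgeR test) had the smallest p among those with at least 10 counts in every tree. The adjusted p of Potri.013G110100 stayed under 0.05 in the alternatives run. That of Potri.003G112600 did not, with 0.758 for only the block 4 trees, 0.112 for all 24 trees, 0.231 without Adour, 0.169 without Rhin and 0.0840 without Ramières (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 1 of 100 pairings of the 12 genotypes, the real one, the number was as large, and the others gave at most 3. With counts thinned to the smallest genotype, it was 8. Differences between populations in these few gene models may be genetic, as a hypothesis, but mapping of alleles was not tested here either.

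Between blocks 4 and 2, 2364 of 25373 gene models passed the threshold, with 1233 higher in block 4 and 1131 lower, and 6630 had an unadjusted p under 0.05. The same direction in all 9 genotypes was found for 491 of the higher and 476 of the lower ones. The largest rises of this kind were Potri.011G025200 (log2 fold change 1.90, standard error 0.27) and Potri.016G071600 (1.84, standard error 0.50). Their adjusted p was 0.00374 and 0.0395 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were Potri.005G187600 (log2 fold change -1.93, standard error 0.35) and Potri.002G188000 (-1.83, standard error 0.38), with adjusted p of 0.00886 and 0.015 in the same edgeR test. These 4 were higher or lower in 9 of 9 genotypes. Each standard error was derived from the test, as the size of the log2 fold change divided by the square root of the F statistic. Potri.016G071600 was not past the threshold in 7 of 9 fits with a genotype left out, with an adjusted p of up to 0.0910 without AST-005, nor with all 24 trees (0.110). Potri.005G187600 was not past it without the genotype factor (0.0717). These are adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Potri.002G188000 was not tested in every alternative, with values in only 7 of 9 fits with a genotype left out. In 1 of 100 exchanges of block labels within genotypes, the real one, the number was as large, and the others gave at most 3. With counts thinned to the smallest tree, 1957 gene models passed, and 73.4% of the 2364 still did. For gene length bias, 32 of 256 exchanges of block labels gave a correlation of length with the mean log ratio as large as the real -0.155 (exact p = 0.125). The correlation was negative in 8 of the 9 genotypes, from -0.178 to -0.0480, and 0.0871 in VDL-018, so a part played by gene length is not excluded. A difference between the 2 parts of the field is a hypothesis. Sampling time, RNA preparation or sequencing lane could follow the blocks and were not tested, so the pattern cannot be told apart from them.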

How the results depend on the processing

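The alternatives that count reads in place of read pairs, that thin counts, that use the block 2 or block 4 trees of the same 4 populations, and that centre gene models or use all of them for the removed trees were chosen only after seeing the data. All other alternatives were planned.

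With all 24 trees, the difference in depth between genotypes with 2 trees and with 1 tree was 748379 (exact permutation test, p = 0.773), because the removed trees had made the difference. With each genotype left out in turn, it was between 17962623 and 19331974. A mean of at least 1 CPM was reached by 24313 gene models in place of the 38477 with at least 1 count, and among these the median percentile of the lignin genes was 99.36. Across the leave-one-out fits this percentile was between 99.54 and 99.62, and between 23471 and 23780 gene models were covered in every genotype.

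The number of gene models that differed among genotypes rose from 5353 to 9126 with DESeq2 and was 3031 with at least 10 counts in every tree. With the replicate block it was 7415, and it was from 3996 to 5687 with each genotype left out. Among populations the number was 1124 with DESeq2, against 7 with edgeR. It was 11 with all gene models of at least 1 count, 4 with at least 10 counts in every genotype, and 4 with only the block 4 trees. It was between 4 and 10 with each population left out. Between blocks, the number fell from 2364 to 616 without the replicate block (no genotype factor), and was between 962 and 3201 with each genotype left out. The cause of these changes was not tested.

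The difference in similarity within and between populations was 0.00201 (exact permutation test, p = 0.00491) and was 0.000879 with only the block 4 trees (exact permutation test, p = 0.176) and 0.000904 with the block 4 trees of the same 4 populations (exact permutation test, p = 0.248). The cause was not tested. The difference within genotypes was between 0.00864 and 0.00957 with each genotype left out. For accuracy, R2 was 0.945 on a log10 scale, 0.962 for callers used alone and 0.978 without the 3-caller consensus.

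The block log2 fold changes of CCR7, from -0.0828 to 0.0455, and of C3H3, from -0.135 to 0.0267, changed sign with a genotype left out, and neither was past the threshold. Of 601 alternative values for named genes and trees, 565 stayed on their side, 14 were weaker, 14 stronger, 3 moved and 5 changed sign. Of 136 for the main comparisons, 115 stayed the same. The alternatives for 100-kb windows were not run.

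Depth limits what was seen most in the 3 genotypes with 1 tree and in the block 4 tree of BDX-003, where 3 counts correspond to 0.356 CPM.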

Differences from the paper's values

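No test was chosen after a difference from the paper was seen. The paper gives over 22 in units of 1e6 paired-end reads per sample. The median over the 24 trees was 37.5 in these units when both mates were counted, more than 1.5 times the paper's value, which is a minimum. It was 18.8 when pairs were counted, within 1.5 times of it. None of the alternatives set before the data were examined changes the number of reads parsed. The other values that the paper states and that were also computed here were within 1.5 times of the paper's, under the first setting and under the alternatives run for them. The smaller differences are these. The share of earlier SNP positions found again with RNAseq was between 35.9% in 4CL3 and 51.1% in HCT1, a narrower range than the paper gives. With only earlier SNPs that have both alleles given, the range was 36.4% to 50.9%. The number of read pairs per tree exceeded the paper's minimum per sample in 4 of 24 trees, and the number of reads exceeded it in 24 of 24. The shares of reads mapped refer to transcripts here, whereas the paper's shares refer to the genome. Without ambiguous position, the median over the 24 trees was 90.3%, against 93.3% in the paper. For all mapped reads, the share had a median of 93.8% over the 24 trees, against around 99.7% in the paper. In the block 4 tree of BDX-003, it was 47.9%.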

Other observations

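For the removed trees, the tests of mislabelling, of a shared field block, of gene models private to a genotype and of summed genotype profiles were chosen only after the result was seen.

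The 3 trees that the paper removed remained close to their labelled genotype in expression, but less close than other partners. If these were mislabelled samples of other genotypes, their labelled partner would not be the closest tree. It was the closest for 2 of 3, and next closest for STR-010, whose closest tree was the removed RHN-028 tree. Beside the kept block 4 trees, the removed STR-010 tree was nearer to its own genotype, with a correlation of 0.934, than to RHN-028, with 0.928. With 5000 gene models the partner was the closest for 3 of 3. With all gene models of at least 1 CPM the count was 2 of 3, and RHN-028 was then the exception. A complete exchange of labels is therefore less plausible for the 3 trees, though the margin for STR-010 is narrow. If a shared field block gave the similarity, block 2 trees would be closest to block 2 trees. The closest tree stood in another block for 2 of 3. Every labelled partner stands in block 4, so this restates the count of closest partners and is no separate test. A shared block cannot give closeness to a block 4 partner. For STR-010, whose closest tree also stands in block 2, a shared block is left undecided. A mixed sample may be the explanation. Gene models silent in the block 4 tree of the genotype were expressed in all 3 removed trees above the level of the other 9 genotypes, at 21.1%, 32.5% and 48.9% against at most 6.04%. This rests on 10, 12 and 15 silent gene models for 1-A26, RHN-028 and STR-010.

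A mixed sample of a known genotype was examined with 2 measures of which genotype it could be. The first used gene models private to 1 genotype, and it could not decide for all 3. The private gene models of another genotype reached from 0% to 50.3% of their usual level in the removed trees, which was above all used trees in 0 of 3. This count rests on the block 4 tree of 1-A26, which reached 81.5%, since the other 20 used trees reached at most 8.31%. Beside those 20, the removed 1-A26 tree with 23.6% for SN-7 and the removed STR-010 tree with 50.3% for RHN-028 lay higher. The removed RHN-028 tree was at 0% for the other genotypes scored in it. STR-010 had no private gene model that could be scored in that tree. The measure varied widely even for the own genotype, from 0% to 298% in trees of the 9 genotypes with 2 trees. In most trees, only 1 or 2 private gene models could be scored per other genotype. The second measure of a mixed sample of a known genotype was tried after that result and fitted each tree as a sum of genotype profiles. The largest weight of another genotype was 15.1% for SN-7 in the removed 1-A26 tree, 24.7% for STR-010 in the RHN-028 tree and 37.0% for RHN-028 in the STR-010 tree. The weight of the own genotype was larger in each, with 73.8%, 70.7% and 47.8%. In trees of the 9 genotypes with 2 trees, the own weight was between 68.1% and 96.4%. Only the STR-010 tree lay below this range, and the 1-A26 and RHN-028 trees lay inside it. The largest weight of another genotype was between 1.81% and 14.7% in the 18 trees of the 9 genotypes with 2 trees. The removed trees lay above this in 3 of 3, 1-A26 by a narrow margin. The block 4 trees of the 3 genotypes have no partner profile to be fitted with and were left out of this range. The largest of the 18 was the weight of SN-2 in the block 2 tree of SN-7, 2 genotypes of the same population, and RHN-028 and STR-010 also share a population. The profiles of the 3 genotypes with a removed tree come from 1 tree each. A candidate explanation is an exchange of material or reads between the block 2 samples of RHN-028 and STR-010. The second measure is in line with it, the first rests on 2 gene models in the STR-010 tree and could not be applied to STR-010 material in the RHN-028 tree, and SNP calls, which were not analysed here, would test it better. No condition in the design gives a biological explanation.

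The paper found 6 groups of genotypes from SNPs that match the populations. In expression, the mean Pearson correlation of log2(CPM + 1) between genotypes was 0.9853 within populations and 0.9833 between them. The difference of 0.00201 was as large in 51 of all 10395 pairings of the genotypes (exact permutation test, one-sided, p = 0.00491). The other genotype of the same population was the closest for 4 of 12 genotypes. For the field block, only the block 4 trees, with 1 tree per genotype, gave a difference of 0.000879 (exact permutation test, p = 0.176). With the block 2 trees of the 4 populations that have both, a test chosen after seeing the data, it was 0.00335 (exact permutation test over 105 pairings, p = 0.0190), and with the block 4 trees of the same populations 0.000904 (exact permutation test, p = 0.248). The difference between the blocks was not itself tested. Similarity within populations cannot be told apart from an effect confined to the trees of block 2, such as their place in the field.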
